# Glutathione S-transferase Mu 2-transduced mesenchymal stem cells ameliorated anti-glomerular basement membrane antibody-induced glomerulonephritis by inhibiting oxidation and inflammation

**DOI:** 10.1186/scrt408

**Published:** 2014-01-30

**Authors:** Yajuan Li, Mei Yan, Jichen Yang, Indu Raman, Yong Du, Soyoun Min, Xiangdong Fang, Chandra Mohan, Quan-Zhen Li

## Abstract

**Introduction:**

Oxidative stress is implicated in tissue inflammation, and plays an important role in the pathogenesis of immune-mediated nephritis. Using the anti-glomerular basement membrane antibody-induced glomerulonephritis (anti-GBM-GN) mouse model, we found that increased expression of glutathione S-transferase Mu 2 (GSTM2) was related to reduced renal damage caused by anti-GBM antibodies. Furthermore, mesenchymal stem cell (MSC)-based therapy has shed light on the treatment of immune-mediated kidney diseases. The aim of this study was to investigate if MSCs could be utilized as vehicles to deliver the *GSTM2* gene product into the kidney and to evaluate its potential therapeutic effect on anti-GBM-GN.

**Methods:**

The human *GSTM2* gene (*hGSTM2*) was transduced into mouse bone marrow-derived MSCs via a lentivirus vector to create a stable cell line (hGSTM2-MSC). The cultured hGSTM2-MSCs were treated with 0.5mM H_2_O_2_, and apoptotic cells were measured by terminal dUTP nick-end labeling (TUNEL) assay. The 129/svj mice, which were challenged with anti-GBM antibodies, were injected with 10^6^ hGSTM2-MSCs via the tail vein. Expression of hGSTM2 and inflammatory cytokines in the kidney was assayed by quantitative PCR and western blotting. Renal function of mice was evaluated by monitoring proteinuria and levels of blood urea nitrogen (BUN), and renal pathological changes were analyzed by histochemistry. Immunohistochemical analysis was performed to measure inflammatory cell infiltration and renal cell apoptosis.

**Results:**

MSCs transduced with *hGSTM2* exhibited similar growth and differentiation properties to MSCs. hGSTM2-MSCs persistently expressed hGSTM2 and resisted H_2_O_2_-induced apoptosis. Upon injection into 129/svj mice, hGSTM2-MSCs migrated to the kidney and expressed hGSTM2. The anti-GBM-GN mice treated with hGSTM2-MSCs exhibited reduced proteinuria and BUN (58% and 59% reduction, respectively) and ameliorated renal pathological damage, compared with control mice. Mice injected with hGSTM2-MSCs showed alleviated renal inflammatory cell infiltration and reduced expression of chemokine (C-C motif) ligand 2 (CCL2), interleukin (IL)-1β and IL-6 (53%, 46% and 52% reduction, respectively), compared with controls. Moreover, hGSTM2-MSCs increased expression of renal superoxide dismutase and catalase, which may associate with detoxifying reactive oxygen species to prevent oxidative renal damage.

**Conclusions:**

Our data suggest that the enhanced protective effect of GSTM2-transduced MSCs against anti-GBM-GN might be associated with inhibition of oxidative stress-induced renal cell apoptosis and inflammation, through over-expression of hGSTM2 in mouse kidneys.

## Introduction

Anti-glomerular basement membrane antibody-induced glomerulonephritis (anti-GBM-GN) is an autoimmune disorder in which circulating antibodies against the α-3 chain of type IV collagen bind to renal GBM and initiate an inflammatory reaction [1,2]. Anti-GBM-GN is one of the most severe forms of glomerulonephritis, characterized by crescent formation and linear glomerular deposits of IgG [3]. Patients usually present with rapidly progressive glomerulonephritis, hematuria and sub-nephrotic range proteinuria. About 40–70% of patients develop end-stage renal disease [4].

It has been reported that oxidative stress plays an important role in the pathogenesis of anti-GBM-GN, and is one of the major causes of tubulointerstitial injury [5-7]. During oxidative stress, cellular metabolism produces excessive reactive oxygen species (ROS), which modulate various physiological functions and affect innate immunity in infectious and non-infectious inflammation. ROS serve as the main products of innate immunity during the course of inflammation [8]. Overproduction of ROS, reactive nitrogen species, and reactive chlorine species by inflammatory cells in nephritis can cause further tissue damage, intensify inflammation, promote apoptosis, and accelerate the progression of nephritis [9,10]. Under physiologic conditions, there are several anti-oxidant defense mechanisms available to limit the oxidative damage. Superoxide dismutase (SOD) and catalase (CAT) are the two main anti-oxidant enzymes. SOD catalyzes the dismutation of superoxide into oxygen and hydrogen peroxide (H_2_O_2_), with the latter subsequently degraded to water and molecular oxygen by CAT or glutathione peroxidase (GPX) in the presence of reduced glutathione.

Anti-GBM-GN has been used as a model for the study of lupus nephritis because the two conditions share some common molecular pathways [11]. Our previous study showed that anti-GBM antibody challenge induced severe GN in some mouse strains such as 129/svj, DBA1, and NZW, whereas some other strains, such as B6 and BALB/c, were resistant to anti-GBM challenge, exhibiting no or very mild GN [12]. Comparing the gene expression profiles in the mouse kidneys revealed that a cluster of redox-related genes was differentially expressed between anti-GBM-resistant and anti-GBM-sensitive strains. Glutathione S-transferase Mu 2, a protein involved in detoxification of ROS, was significantly increased in anti-GBM-resistant strains (B6 and BALB/c), but decreased in anti-GBM-sensitive strains (129/svj, DBA1, and NZW), suggesting that GSTM2 may play a protective role in anti-GBM induced nephritis.

GSTM2 is a member of the glutathione S-transferase (GST) family, which participates in detoxification of ROS [13]. GSTs act as biotransformation enzymes, and exist widely in various mammalian tissues, including kidney. They play a major role in cellular anti-oxidant defense mechanisms by catalyzing the reduction of potentially harmful peroxides [14-16]. In order to elucidate the potential protective role of GSTM2 in the pathogenesis of immune-mediated nephritis, and also to explore possible therapeutic approaches using this molecule for lupus nephritis, we used genetically modified mesenchymal stem cells (MSCs) as carriers to deliver GSTM2 into the kidney of anti-GBM antibody-challenged mice, and evaluated the effects of these MSCs on anti-GBM-GN.

## Materials and methods

### Microarray and gene expression analysis

Microarray analysis on anti-GBM challenged mice has been described previously [17], and the renal gene expression profiles from five mouse strains (B6, BALB/c, 129/svj, DBA1, and NZW) were deposited in the GEO database (accession number GSE53611). The expression value of redox-related genes was extracted from the microarray data and compared for the different strains. TaqMan real-time quantitative PCR (RT-qPCR) assay was used to further confirm the expression data obtained from microarray.

### Cloning of the *GSTM2* gene into a lentiviral vector

Total RNA was extracted from human K562 cells with an RNeasy kit (Qiagen, Valencia, CA, USA) and reverse-transcribed to generate cDNA with Superscript III using random primer (Invitrogen, Carlsbad, CA, USA). Human *GSTM2* coding domain sequence (nucleotides 95 to 751, contains 219 amino acids) was amplified by PCR using the primers shown in Table 1. The hGSTM2 fragment was cloned into multiple cloning sites (MCSs) of a lentiviral vector pCDH-MSCV-MCS-EF1-GFP-Puro (System Biosciences, Mountain View, CA, USA) using *Xba*I and *Bam*HI restriction enzyme cutting sites. The resulting recombinant (pCDH-hGSTM2) DNA was amplified *in vitro,* and the sequence was verified by sequencing analysis.

**Table 1:** Primers used for PCR analysis

**Direction**	**Sequence 5′→3′**
Forward	GCTGCAGAATCCACAGCAAC
Reverse	CGCAAGGCCCTACTTGTTGC

### Transducing pCDH-hGSTM2 into MSCs

MSCs were isolated from B6 bone marrow and cultured in DMEM (Sigma-Aldrich, St. Louis, MO, USA). The cultured MSCs were grown to passage 5, and transduced with pCDH-hGSTM2 to generate an hGSTM2-MSC cell line using lentivector expression systems (System Biosciences). Briefly, pCDH-hGSTM2 was transfected into 293TN packaging cells with packaging plasmids, and the virus particles were collected after 48 hours of cell transfection. The MSCs were infected with purified pCDH-hGSTM2 virus, and cultured for 72 hours with addition of 8 μg/ml polybrene (Sigma-AldrichO), then the transduced cells were selected with 3 μg/ml puromycin. The percentages of GFP-positive cells in MSCs transduced with pCDH (vector) or pCDH-hGSTM2 were about 50% and 25%, respectively. Cell sorting by flow cytometry was used to enrich for the GFP-positive cells in both pCDH-MSCs and hGSTM2-MSCs. Expression of recombinant hGSTM2 in MSCs was assayed by RT-qPCR and western blotting. MSCs transduced with pCDH vector (pCDH-MSCs) were used as control. Only lower passage cells (before passage 10) were used for experiments.

### MSC proliferation and differentiation assay

#### ***Proliferation***

hGSTM2-MSCs were seeded in six-well plates at 10^4^ cells/well and cultured in DMEM at 37°C with 5% CO_2_ for 7 days. A set of plates was removed every 24 hours, and the cells were detached with 0.25% Trypsin-EDTA, then the total number of cells was counted under a microscope. Proliferation of untransduced MSCs and pCDH-MSCs (control cells) was also assayed. Triplicate wells were counted for each cell type at each time point.

#### ***Differentiation***

The differentiation potential of hGSTM2-MSCs was tested by assays for adipogenesis and osteogenesis. Briefly, 2 × 10^4^ cells were seeded in six-well plates. For adipogenic differentiation, the cultured cells were incubated in DMEM containing 50 μg/ml indomethacin, 0.1 μM dexamethasone, and 50 μg/ml L-ascorbic acid 2-phosphate sesquimagnesium salt hydrate (all Sigma-Aldrich). For osteogenic differentiation, the cultured cells were incubated in medium supplemented with 10 mM β-glycerophosphate disodium salt hydrate, 50 μg/ml L-ascorbic acid 2-phosphate sesquimagnesium salt hydrate, and 0.1 μM dexamethasone (all Sigma-Aldrich).

The culture medium was changed every 3 days for up to 3 weeks. The adipogenic lineage cells were fixed in 10% formalin for 30 minutes and stained with Oil Red O (Sigma-Aldrich), and the osteogenic lineage cells were also fixed with 10% formalin for 30 minutes at room temperature and stained with Alizarin red (pH 4.0; Sigma-Aldrich) for 30 minutes. The stained cells were observed under the microscope.

### Detection of H_2_O_2_-induced apoptosis *in vitro*

hGSTM2-MSCs (2 × 10^5^) were seeded in six-well plates containing poly-L-lysine-coated slides. When the cells in each well were 60 to 70% confluent, the medium in each well was removed and replaced with fresh DMEM medium with or without 0.5 mM H_2_O_2_, and the cells were cultured for a further 6 hours. Apoptotic cells were stained using an *In Situ* Cell Death Detection Kit (Roche, Indianapolis, IN) and the cell nuclei were stained with Vectashield mounting medium containing DAPI (Vector Laboratories Inc, Burlingame, CA, USA). Apoptotic cells were identified by their distinct condensed nuclei. Images were acquired using a DFC420 microscope and Application Suite Advanced Fluorescence software (Leica, Buffalo Grove, IL, USA). pCDH-MSCs and untransduced MSCs were used as controls.

### Animal experiments

Animal experiments were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee of the University of Texas Southwestern Medical Center (UTSW), and were approved by the institutional ethics committee of UTSW.

To monitor the migration and localization of MSCs in mouse kidney, three 129/svj mice were injected with 10^6^ transduced MSCs via the tail vein, and renal sections were examined for GFP signal under fluorescence microscope at days 3, 5, and 7 after injection. GFP signal was also monitored in three mice injected with PBS as controls.

The protective effect of hGSTM2-MSCs was evaluated using the anti-GBM-GN mouse model as described previously [17]. Briefly, 2-month-old 129/svj mice (Jackson Laboratories, Bar Harbor, ME, USA) were randomly divided into two groups of eight mice each, and challenged with rabbit anti-mouse GBM serum [18]. Two days after anti-GBM challenge, mice were injected via the tail vein either with 10^6^ hGSTM2-MSCs (group 1) or 10^6^ pCDH-MSCs (group 2). All mice were housed at constant room temperature with free access to water and food, and were observed for 3 weeks. Blood and urine samples were collected at days 0 (pretreatment), 14, and 21 of challenge, and assayed for proteinuria and BUN. All mice were euthanized at day 21, and tissues were collected and frozen at -80°C for further analysis. Kidneys were removed and snap-frozen in liquid nitrogen, or fixed in formaldehyde for immunohistochemical analysis.

### Western blotting analysis

Expression of hGSTM2 was assayed by western blotting in cultured hGSTM2-MSCs and in the kidneys of hGSTM2-MSC-injected mice. Proteins extracted from cultured hGSTM2-MSCs or mouse kidneys were run in 4 to 10% SDS-PAGE gel, and transferred to PVDF membranes. After blocking with 5% milk, the PVDF was incubated with primary antibodies (rabbit anti-human GSTM2 antibody, 1:800 dilution, rabbit anti-GAPDH antibody, 1:500 dilution; Santa Cruz Biotechnologies, Santa Cruz, CA, USA) for 2 hours at room temperature and then washed with PBS plus 0.1% Tween 20 (PBS-T) 3 times at 10 minutes each time. The membrane was further incubated with goat anti-rabbit IgG HRP-conjugated secondary antibodies (Thermal Scientific, Rockford, IL, USA) for 1 hour followed by three washes with PBS-T. Chemiluminescence was assayed with an Amersham ECL™ advance western blotting detection kit (GE Healthcare Biosciences, Piscataway, NJ, USA). GAPDH was used as an internal control.

### Real-time RT-qPCR

Total RNA was extracted from cultured cells or mouse renal tissue using an RNeasy kit (Qiagen) and reverse-transcribed into cDNA with Superscript III using random primer (Invitrogen). RT-qPCR were carried out using TaqMan assays on a 7900 real-time PCR system (Applied Biosystems, Foster City, CA, USA) with 5 μl of 2 × TaqMan Universal PCR Master Mix, 4.5 μl of cDNA, and 0.5 μl 20 × TaqMan Gene Expression Assay Mix under the following thermal cycling conditions: 95°C for 10 minutes, followed by 40 cycles of 95°C for 15 seconds and 60°C for 1 minute. Each sample was run in triplicate. 18S rRNA (Hs03003631_g1) was used as an internal control. The TaqMan assay identification numbers of the genes measured are as follows: *Bcl2* (Mm00477631_m1), *CASP3* (Mm01195085_m1), *CAT* (Mm00437992_m1), *CCL2* (Mm00441242_m1), *CCL5* (Mm01302428_m1), *CCL7* (Mm00443113_m1), *CCR5* (Mm01216171_m1), *CD40lg* (Mm00441911_m1), *Fasl* (Mm00438864_m1), *GPX1* (Mm00656767_g1), *GSTM2* (Hs00265266_g1), *IL-1β* (Mm00434228_m1), *IL-6* (Mm99999064_m1), *NFκB1* (Mm00476361_m1), *TGF-β*_2_ (Mm00436952_m1), and *TNF* (Mm00443258_m1).

### Measurement of proteinuria and BUN

Urine samples were collected for 24 hours from all the experimental mice using metabolic cages with mice allowed free access to water. Following the relevant manufacturer’s instructions, urinary protein concentration was determined using a Coomassie Plus protein assay kit (Thermo Fisher Scientific, Rockford, IL, USA), while the serum BUN level was measured with a urea nitrogen kit (Sigma-Aldrich).

### Nitric oxide detection and antioxidase activity assay

NO level in kidney was quantified by QuantiChrom Nitric Oxide Assay Kit (BioAassay Systems, Hayward, CA, USA). Briefly, the kidney tissue was homogenized in PBS and centrifuged at 10,000 × *g* at 4°C. The supernatant was firstly deproteinized by treating with ZnSO_4_ and NaOH, then 200 μl of working reagent was added to 100 μl of sample and incubated at room temperature for 150 minutes. Finally, the optical density (OD) of each reaction was read at 540 nm. NO level was calculated based on a standard curve. SOD, and CAT activity in mouse kidney tissue were measured using relevant kits (SOD Assay Kit (Sigma-Aldrich) and Catalase Assay Kit (Cayman Chemical Company, Ann Arbor, MI, USA), following each manufacturer’s instructions.

### Kidney morphological and histological analysis

Renal tissues from mice were fixed in 10% formaldehyde, dehydrated, embedded in paraffin wax, and sectioned. Tissue sections were stained with periodic acid Schiff (PAS), and examined in a blinded manner to evaluate the degree of nephritis. The severity of GN was graded on a scale of 0 to 4. The severity of tubulointerstitial nephritis was also graded on a scale of 0 to 4, based on the extent of tubular atrophy, inflammatory infiltrates, and interstitial fibrosis, as detailed previously [12]. The mesangial matrix accumulation was also evaluated by PAS staining. Immunohistochemical staining was performed to detect mesangial cell proliferation and monocyte/macrophage infiltration with specific antibodies.

### Terminal dUTP nick-end labeling assay on kidney tissue sections

Apoptosis detection in kidney tissue sections was performed with a DeadEnd™ Colorimetric Apoptosis Detection System (Promega Corporation, Madison, WI, USA) in accordance with the manufacturer’s instructions. TUNEL-positive apoptotic cells were observed under light microscopy.

### Renal immunohistochemical analysis

Immunohistochemical staining was performed on renal sections as described previously [19]. Infiltration of lymphocytes and macrophages was assayed by staining with anti-CD3 antibody (1:200 dilution; Thermo Fisher Scientific) and anti-Iba1 antibody (1:800 dilution; Abcam, Cambridge, MA, USA), respectively. The number of CD3-positive and Iba1-positive cells was calculated in 20 high power fields (HPFs).

Levels of redox-related enzymes were also assayed by immunohistochemical staining using the following antibodies: anti-catalase (1:500; Sigma-Aldrich); anti-GPX1 (1:300) and anti-iNOS (1:200) (both Abcam). The kidney slides were stained using a biotin-free immunoenzymatic antigen detection system (Expose mouse/rabbit specific HRP/DAB IHC kit, Abcam, USA). The intensity of immunohistochemical staining signal for CAT, GPX1 and inducible nitric oxide synthase (iNOS) was evaluated using the scales described previously [20], and the positive cells were counted in 20 HPFs.

### Statistical analysis

Data were analyzed by standard statistical methods, and Student’s *t*-test was used in statistical evaluation of the data as appropriate using GraphPad Prism 5 (GraphPad Software, Inc., La Jolla, CA, USA). Group data are expressed as means ± SEM. Values of all parameters were considered significantly different at a value of *P*<0.05.

## Results

### GSTM2 expression increased in the kidney of anti-GBM-GN-resistant mice

Our previous studies showed that different mouse strains had different sensitivity to anti-GBM-GN. NZW, DBA1, and 129/svj mice, which were sensitive to anti-GBM-GN, exhibited severe nephritis, whereas B6 and BALB/c mice, which were relatively resistant to anti-GBM-GN, had very mild nephritis [17]. Microarray gene expression analysis was performed on the five mouse strains (data are shown in the supplementary material; see Additional file 1: Figure S1; see Additional file 2: Table S1; see Additional file 3: Table S2). 

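The renal profiles were measured in RNA of the kidney cortex on Illumina mouse BeadChips, on which each probe is read on many beads and reported as 1 signal with a detection p-value against the negative control beads. The data cover 18 arrays from 15 mice, 3 each of B6, BALB/c, DBA1, 129/svj, and NZW, all challenged with anti-GBM antibodies. For BALB/c, DBA1, and 129/svj a second array of mouse 1 was run, and it was averaged with the first array of that mouse. No unchallenged mice are among these arrays, so strain differences present before the challenge and differences in the response to it are measured together. The authors deposited the signals without normalization in 2 tables, one with BALB/c, DBA1, and 129/svj (46147 probes) and one with B6 and NZW (46643 probes). The median signal per array was 119 to 152 in the first table and 81.1 to 89.8 in the second, and 30.5% to 36.4% of the probes of an array had a detection p of 0.05 or less. The probes of the 2 tables were matched by their search keys where a key was unique in both, which gave 19886 pairs. After the tables had been seen, a further 10 pairs were added for oxidation-related genes of Table S1, through accession or symbol and the values that Table S1 gives for B6 and NZW. Signals were corrected for background with limma's normexp method from the detection p-values (offset 16), quantile normalized over the paired probes of all arrays, and taken to log2. The 6906 probes detected in at least 3 of the 15 mice were tested with limma, with 1 coefficient per strain. Each table holds a resistant strain and at least 1 sensitive strain, and therefore the resistant strains were compared with the sensitive strains within each table, BALB/c with the mean of DBA1 and 129/svj and B6 with NZW, and the 2 differences were averaged. The number of mice per strain limits the precision of each value.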

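Among the 6906 probes tested, 841 differed between the resistant strains (BALB/c and B6) and the sensitive strains (DBA1, 129/svj, and NZW) at an adjusted p below 0.05 in limma with Benjamini-Hochberg adjustment, 457 of them higher and 384 lower in the resistant strains. With the strain as a random block, 115 probes passed the same threshold. That fit allows for the likeness of mice of one strain by 1 correlation, 0.17, shared by all probes. It can therefore allow too little for probes at which the strains differ more. Table S1 lists 17 probe rows of oxidation-related genes, 8 higher and 9 lower in the resistant strains, which the study chose on these same arrays, and 16 of these rows had a counterpart in both deposited tables. Of the 16 probes, 14 passed the threshold over all tested probes (5 higher and 9 lower in the resistant strains), and 16 passed when adjusted over the list alone, which is not independent evidence because of how the list was chosen. Oxr1 (probe ILMN_1230816) was 2.26 higher on the log2 scale in the resistant strains (SE 0.12, adjusted p = 8.7e-09), and Aldh1a1 (probe ILMN_1222734) fell by 1.85 (SE 0.14, adjusted p = 3.7e-07). In the strain means, 8 of the 16 probes placed both resistant strains on the same side of all 3 sensitive strains, which 20% of random orders of 5 strains would do. These were both Gstm2 probes, Oxr1 and Mt1, which were higher in the resistant strains, and Aldh1a1, Alox12, Cyp4b1, and 1 of the 2 Nosip probes, which were lower. Mt1, with an adjusted p of 0.081, was not past the threshold. The probes of Atox1, Mt2, Mgst1, Fmo4, Sod3, Haao, Cyp51, and the other Nosip probe had at least 1 sensitive strain at or beyond a resistant strain. Atox1 (probe ILMN_1232762), for example, was 11.11 ± 0.10 (SD, n = 3) in BALB/c and 11.51 ± 0.11 (SD, n = 3) in NZW, a strain of the other table, on the log2 scale. Within the tables, the strain means of 14 of the 16 probes separated BALB/c from DBA1 and 129/svj, where fewer strains have to be separated. All 16 separated B6 from NZW, but 2 strains always separate, so that count carries no information. The probes of Mgst1 and Cyp51 failed in the table of BALB/c. For the others just listed, the strain means overlap only between strains of different tables, where batch and strain cannot be separated. Single mice overlapped within the table of BALB/c as well for Mt2, Sod3, Haao, and the other Nosip probe, though not for Atox1 and Fmo4. Sod3, for example, was 8.41 in mouse 2 of 129/svj, below the lowest BALB/c mouse at 8.52. Mgst1 (probe ILMN_2669416) was as bright in the sensitive strain DBA1, at 11.78 ± 0.25 (SD, n = 3), as in BALB/c, at 11.62 ± 0.25 (SD, n = 3), while it was below detection in all 3 mice of 129/svj, at least 64.0-fold lower than in BALB/c (adjusted p = 1.9e-12 from limma). The bound sets the BALB/c mean against the lowest signal of a detected probe on each 129/svj array. When the mice were clustered on the correlation of the 16 probes, each centred on its mean, the first division put the 3 DBA1 mice with the 6 resistant mice, and the mice of 129/svj and NZW in the other branch. Variants tried after this result was seen, with the probes scaled to equal spread or without Mgst1, put all 6 resistant mice in one branch and all 9 sensitive mice in the other.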

Comparing the gene expression profile of the redox-related genes in the kidneys of the different strains identified a group of differentially expressed genes that clearly distinguished between anti-GBM-GN-sensitive and anti-GBM-GN-resistant strains (Figure 1A). Of these genes, the *GSTM2* gene was found to be significantly increased in B6 and BALB/c mice compared with the three sensitive strains (Figure 1A). 

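Gstm2 was measured by 3 probes in each table, and 2 of them could be matched between the tables. The mean of these 2 probes, on the log2 scale after normalization, was 11.05 ± 0.07 (SD, n = 3) in B6 and 11.78 ± 0.02 (SD, n = 3) in BALB/c. The sensitive strains gave 10.45 ± 0.13 (SD, n = 3) in DBA1, 10.75 ± 0.19 (SD, n = 3) in 129/svj, and 10.46 ± 0.01 (SD, n = 3) in NZW. In this mean, all 6 resistant mice had a higher signal than all 9 sensitive mice (exact two-sided permutation test over the mice, without regard to the table, p = 0.0002, the smallest p that 6 against 9 mice allow). This does not hold for probe ILMN_2624854 alone, for which mouse 1 of 129/svj, at 11.995, lay above 2 of the 3 B6 mice, at 11.9385 and 11.8948, mice of the other table. Mice of an inbred strain share their genome, and over the 5 strain means the exact two-sided permutation test gave p = 0.1, the smallest p that 2 strains against 3 allow. Averaged over the 2 tables, the difference was 0.89 on the log2 scale (SE 0.08, adjusted p = 1.7e-06 from limma), a 1.85-fold higher signal in the resistant strains. It was 1.18 between BALB/c and the mean of DBA1 and 129/svj (SE 0.10, adjusted p = 1.2e-06 from limma) and 0.59 between B6 and NZW (SE 0.12, adjusted p = 0.0037 from limma). The difference between B6 and NZW depended on the normalization, going to 0.41 with an adjusted p of 0.053 from limma when the arrays were scaled to a common 75th percentile instead of quantile normalized, a setting under which the median difference of all tested probes was -0.11. With each mouse left out in turn, the difference averaged over the tables stayed between 0.86 and 0.91. From its comparison of the strains (Fig. 1A), the paper states that the gene was increased in both resistant strains compared with the sensitive ones.

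**Figure D1:**
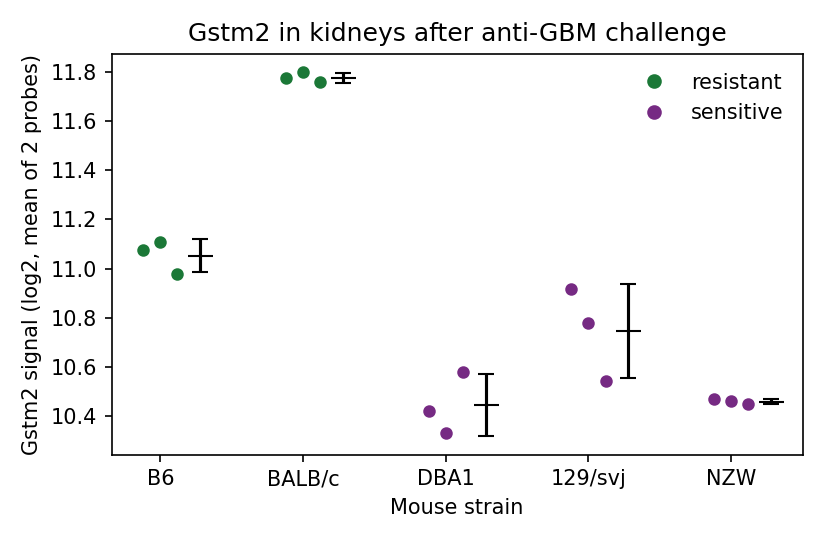
Gstm2 signal by mouse strain, as the mean of 2 probes on the log2 scale (vertical axis), with 1 point per mouse, green for resistant and purple for sensitive strains, and the mean with its SD in black beside the points. The 3 BALB/c mice lie at 11.76 to 11.80, and the highest sensitive mouse, of 129/svj, lies at 10.92, below the lowest B6 mouse at 10.98.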

The microarray data were further confirmed by RT-qPCR assay (Figure 1B). GSTM2 is involved in detoxification of ROS [13], and was selected for further experiments in this study.

**Figure 1:**
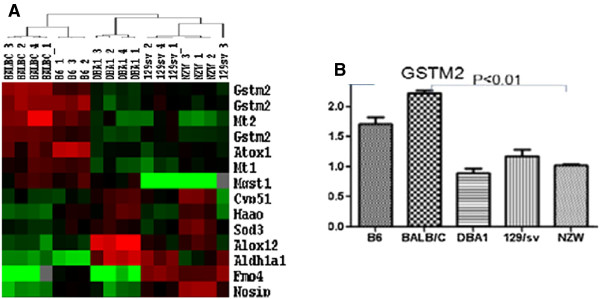
**Kidney gene expression profiling of five mice strains in an anti-glomerular basement membrane antibody-induced glomerulonephritis (anti-GBM-GN) mouse model. (A)** A group of oxidative stress-related genes that were differentially expressed between anti-GBM-GN-resistant mouse strains (B6 and BALB/c) and anti-GBM-GN-sensitive strains (DBA1, 129/svj, and NZW). The *GSTM2* gene was up-regulated in anti-GBM-GN-resistant strains compared with anti-GBM-GN-sensitive strains. **(B)** Expression of glutathione S-transferase Mu 2 (GSTM2) in different mouse strains was confirmed by reverse transcription quantitative PCR.

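The 2 matched Gstm2 probes gave the same direction. Probe ILMN_2624854 was 0.79 higher on the log2 scale in the resistant strains (SE 0.08, adjusted p = 6.8e-06 from limma), and probe ILMN_1222788, which the deposited table lists under the symbol LOC670888 with the accession of Gstm2, was 0.98 higher (SE 0.08, adjusted p = 6.8e-07 from limma). The remaining Gstm2 probe could not be matched between the tables and was read within each. It was 1.31 higher on the log2 scale in BALB/c than in DBA1 and 129/svj (exact two-sided permutation test, p = 0.012, the smallest p that 3 against 6 mice allow) and 1.16 higher in B6 than in NZW (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 mice allow).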

### hGSTM2-MSCs expressed hGSTM2, and maintained the differentiation property of MSCs

The human *GSTM2* gene coding region was amplified by PCR, and cloned into the MCSs of a lentiviral vector, pCDH-MSCV-MCS-EF1-GFP-Puro (Figure 2A). The recombinant viral particles, pCDH-hGSTM2, were purified from package cells and transduced into MSCs. Untransduced MSCs had a fibroblast-like spindle shape (Figure 2B). hGSTM2-transduced MSCs were GFP-positive under fluorescence microscopy (Figure 2C). hGSTM2 expression was assayed by RT-qPCR and western blotting; it was found only in hGSTM2-MSCs, and not in pCDH-MSCs (Figure 2D, E).

**Figure 2:**
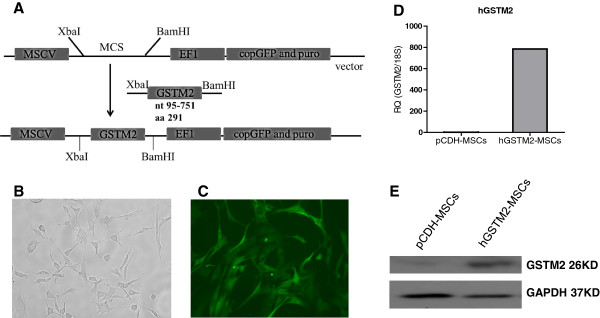
**Generation of human glutathione S-transferase Mu 2 mesenchymal stem cell (hGSTM2-MSC) cell line and detection of hGSTM2 expression. (A)** Strategy of cloning the *hGSTM2* gene into lentiviral vector pCDH-MSCV-MCS-EF1-GFP-Puro. **(B)***In vitro* cultured MSCs before transduction. **(C)** MSCs transduced with pCDH-hGSTM2. **(D, E)** Detection of hGSTM2 expression by **(D)** reverse transcription quantitative PCR and **(E)** Western blotting. hGSTM2 expression was found only in MSCs transduced with pCDH-hGSTM2 and not in MSCs transduced with pCDH vector alone.

The cell growth curve of MSCs, pCDH-MSCs, and hGSTM2-MSCs is shown in Figure 3A; no significant difference in cell proliferation was observed between these three cell lines. The potential of MSCs to differentiate into osteocytes and adipocytes was examined by culturing the MSCs in appropriate induction medium. After 3 weeks of culture, the adipocytes were stained with Oil Red O, and adipose droplets were visible (Figure 3B). In the undifferentiated control groups, the cells maintained their fibroblast-like shape without visible formation of lipid droplets. For osteogenic differentiation, nodule-like structures, which were stained with Alizarin red, were observed after 3 weeks of induction, as shown in Figure 3C.

**Figure 3:**
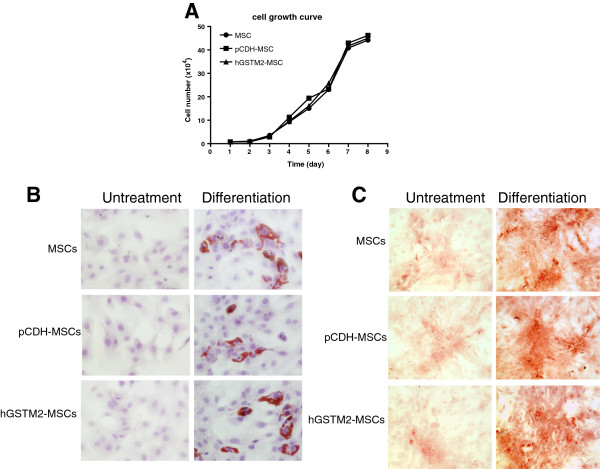
**Mesenchymal stem cells (MSCs) proliferation and differentiation characterization. (A)** Cell proliferation analysis on MSCs, pCDH-MSCs, and hGSTM2-MSCs. **(B)** The adipogenic differentiations of MSCs, pCDH-MSCs, and hGSTM2-MSCs were examined (at 21 days) with Oil Red O staining. **(C)** The osteogenic differentiations of MSCs, pCDH-MSCs, and hGSTM2-MSCs were examined (at 21 days) with Alizarin red staining (original magnification, ×200).

### hGSTM2-MSCs were more resistant to H_2_O_2_-induced apoptosis

The anti-oxidant effect of hGSTM2-MSCs was evaluated for H_2_O_2_-induced apoptosis. Treatment with 0.5 mM H_2_O_2_ for 6 hours induced a significant amount of apoptosis in MSCs and pCDH-MSCs (17% and 18% respectively) (Figure 4A, B), whereas the number of apoptotic cells in hGSTM2-MSCs was significantly reduced (11%, *P*<0.05) (Figure 4C, D), indicating that hGSTM2-MSCs were more resistant to H_2_O_2_-induced apoptosis.

**Figure 4:**
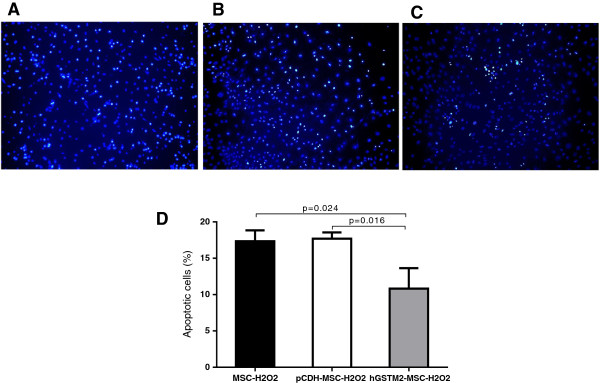
**Human glutathione S-transferase Mu 2 mesenchymal stem cells (hGSTM2-MSCs) were resistant to hydrogen peroxide-induced apoptosis. (A-C)** Detection of apoptotic cells by terminal dUTP nick-end labeling (TUNEL) staining on *in vitro* cultured MSCs treated with 0.5 mM H_2_O_2_ for 6 hours: representative images from **(A)** untransduced MSCs, **(B)** pCDH-MSCs (vector controls), and **(C)** hGSTM2-MSCs. **(D)** Quantitative analysis of apoptotic cells showed that the percentage of apoptotic cells was significantly higher for MSCs and pCDH-MSCs than for hGSTM2-MSCs (*P*<0.05).

### hGSTM2-MSCs localized in mouse kidney and expressed hGSTM2

We monitored the GFP signal of hGSTM2-MSCs; at 72 hours after tail vein injection, GFP-positive MSCs were found to have migrated and localized in the kidney tubular interstitial region of recipient mice (Figure 5A, B). Expression of hGSTM2 in mouse kidney was assayed by RT-qPCR and western blotting; it was found in the hGSTM2-MSC-injected mice, but not in the pCDH-MSC-injected mice (Figure 5C and 5D).

**Figure 5:**
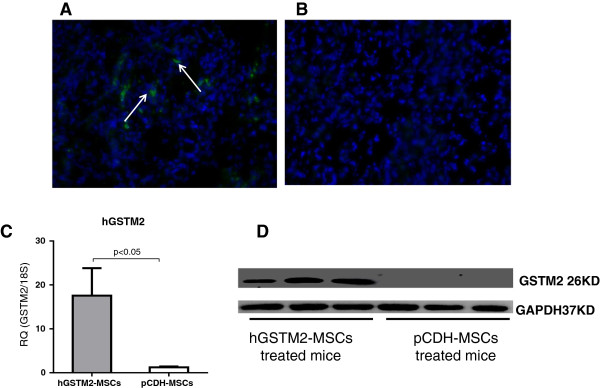
**Human glutathione S-transferase Mu 2 mesenchymal stem cells (hGSTM2-MSCs) migrated to mouse kidney and expressed hGSTM2. (A)** Assay of renal tubular and interstitial region of 129/svj mice after intravenous injection of pCDH-MSCs (vector control) or hGSTM2-MSCs. **(B)** Image of kidney from control mice receiving PBS injection. **(C-D)** Detection by **(C)** reverse transcription quantitative PCR and **(D)** Western blotting of hGSTM2 expression in the kidney of mice receiving injection of pCDH-MSCs or hGSTM2-MSCs injection (n = 3 per group).

### hGSTM2-MSCs attenuated anti-GBM-GN

The protective effect of hGSTM2-MSCs on anti-GBM-GN was assessed in 129/svj mice. Before anti-GBM challenge, all mice had basal levels of proteinuria (1.52 ± 0.10 mg/24 hours) and BUN (7.80 ± 0.64 mg/dL). At day 14 after anti-GBM challenge, both pCDH-MSCs and hGSTM2-MSCs injected mice exhibited dramatically increased levels of proteinuria and BUN (Figure 6A and 6B). However, compared with pCDH-MSC mice, the hGSTM2-MSC mice showed significantly lower proteinuria (9.77 ± 0.82 mg/24 hours vs. 20.79 ± 1.35 mg/24 hours, a 53% reduction) and BUN (18.30 ± 2.19 mg/dL vs. 28.20 ± 1.50 mg/dL, a 35% reduction) (*P*<0.05). At day 21, the pCDH-MSC mice still had high levels of proteinuria (20.01 ± 1.47 mg/24 hours) and BUN (40.40 ± 1.05 mg/dL), whereas the hGSTM2-MSC mice showed further reduction in both proteinuria (8.35 ± 0.42 mg/24 hours) and BUN (16.70 ± 3.05 mg/dL), which were 59% and 58% lower than that in pCDH-MSC group (*P*<0.05) (Figure 6A, B). Histopathological analysis of kidney tissue revealed significant glomerular proliferation and crescent formation with GN score of 3.0 ± 0.4 in pCDH-MSC-injected mice (Figure 6C, E), whereas hGSTM2-MSC-injected mice exhibited significantly (*P*<0.05) less severe pathological changes, with GN score 1.8 ± 0.3 (Figure 6D, 6E). These functional manifestation and histological findings indicated that MSCs expressing hGSTM2 attenuated anti-GBM autoantibody-induced GN in 129/svj mice.

**Figure 6:**
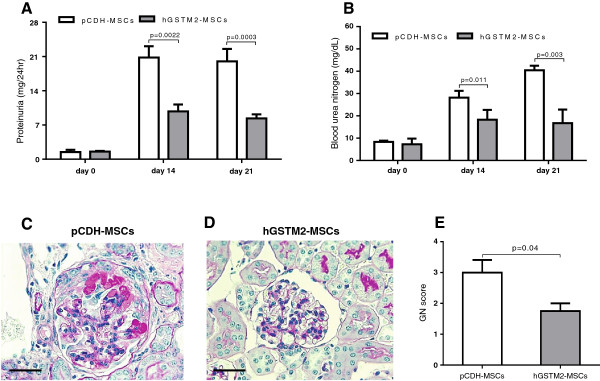
**Human glutathione S-transferase Mu 2 mesenchymal stem cells (hGSTM2-MSCs) attenuated anti-glomerular basement membrane antibody-induced glomerulonephritis (anti-GBM-GN) in 129/svj mice. (A-B)** Proteinuria and BUN were measured in 24-hour urine samples on days 0, 14, and 21 in anti-GBM-challenged 129/svj mice injected with 1 × 10^6^ pCDH-MSCs (vector controls) or the same number of hGSTM2-MSCs. **(C-D)** Renal histological images from **(C)** pCDH-MSC-injected and **(D)** hGSTM2-MSC-injected 129/svj mice challenged with anti-GBM antibody. Renal sections were stained with periodic acid Schriff (PAS). **(C)** Representative images of the kidney of pCDH-MSC-injected mice, showing some of the typical light microscopic features seen in anti-GBM-induced nephritis in 129/svj mice, including intracapillary hypercellularity, with obliteration of the capillary lumina, and tubular dilatation with casts. **(D)** Representative images of the kidneys of the anti-GBM-GN mice injected with hGSTM2-MSCs, showing mild renal histological changes. **(E)** Renal pathology score of anti-GBM-challenged 129/svj mice treated with pCDH-MSCs and hGSTM2-MSCs. Images are representative of sections from at least five mice in each study group (original magnification ×400, scale bars = 50 μm).

### hGSTM2-MSCs inhibited anti-GBM-induced renal cell apoptosis

Renal cell apoptosis was examined in kidney sections from mice receiving hGSTM2-MSC or pCDH-MSC transplantation. The percentage of renal apoptotic cells was significantly lower in the hGSTM2-MSC group (9.5% ± 0.5) compared with the pCDH-MSC group (17.5% ± 0.6) (*P*<0.05) (Figure 7A-C), indicating that hGSTM2-MSCs attenuated renal cell apoptosis in anti-GBM-GN. In addition, RT-qPCR showed that *Bcl2* and *CD40lg* were up-regulated in hGSTM2-MSC-treated mice (Figure 8), which may have contributed to the anti-apoptotic effect of hGSTM2-MSCs in mouse kidney.

**Figure 7:**
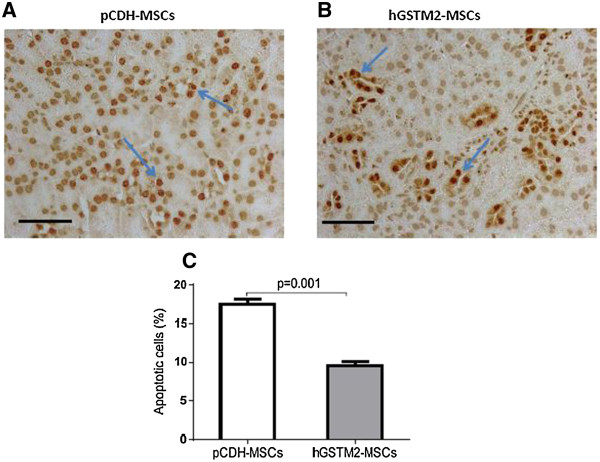
**Human glutathione S-transferase Mu 2 mesenchymal stem cells (hGSTM2-MSCs) inhibited renal cell apoptosis in anti-glomerular basement membrane antibody-induced glomerulonephritis (anti-GBM-GN) mice.** Terminal dUTP nick-end labeling (TUNEL) staining using DeadEnd™ Colorimetric Apoptosis Detection System to show apoptotic cells in renal sections of 129/svj with anti-GBM-GN injected with **(A)** pCDH-MSCs (vector control) or **(B)** hGSTM2-MSCs. Cells with brown nuclei are apoptotic cells (indicated by arrow). **(C)** Quantitative analysis of apoptotic cells expressed as a percentage of total cell number. Images were representative of sections from at least five mice in each study group (original magnification ×400, scale bars = 50 μm).

**Figure 8:**
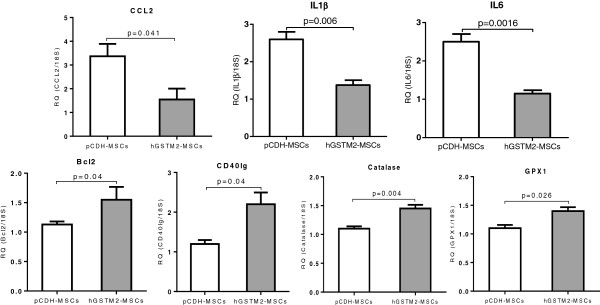
**Detection of cytokines, apoptotic factors and antioxidase genes by reverse transcription quantitative PCR (RT-qPCR) in anti-glomerular basement membrane antibody-induced glomerulonephritis (anti-GBM-GN) mice.** Expression of seven genes representing proinflammatory cytokines and apoptosis factors in the kidneys were measured by RT-qPCR on 129 mice treated with hGSTM2-MSCs or pCDH-MSCs (vector control). 18rRNA was used as internal control. Relative quantity (RQ) in each bar represents the mean of five samples. Error bars denote SEM.

### hGSTM2-MSCs ameliorated inflammatory cell infiltration

Infiltration of macrophage and T lymphocytes in the renal glomerular and interstential regions were assayed by immunohistochemical staining with anti-Iba1 and anti-CD3 antibodies. The number of infiltrated macrophages (Iba1-positive) in hGSTM2-MSC-injected mice was significantly less than in pCDH-MSC-injected control mice (25 ± 1 vs. 36 ± 2 cells per HPF, *P*<0.05) (Figure 9A-C). Similarly, the infiltrated T lymphocytes (CD3-positive) were also lower in hGSTM2-MSC-injected mice than in the pCDH-MSC-injected control mice (14 ± 1 vs. 21 ± 1 cells per HPF, *P*<0.05) (Figure 9D-F). hGSTM2-MSC treatment reduced macrophage and T lymphocyte infiltration in renal tissues by 31% and 33%, respectively, compared with pCDH-MSC-treated controls.

**Figure 9:**
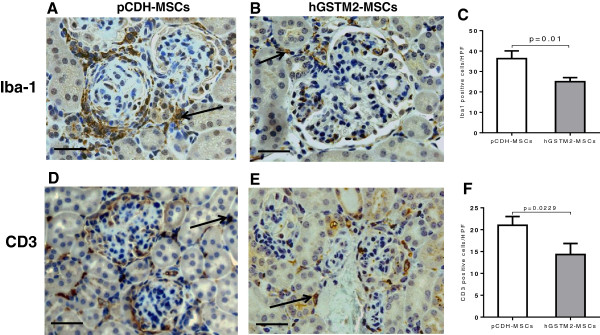
**Human glutathione S-transferase Mu 2 mesenchymal stem cells (hGSTM2-MSCs) suppressed renal inflammatory cell infiltration in mouse kidney.** 129/svj mice with anti-glomerular basement membrane antibody-induced glomerulonephritis (anti-GBM-GN) were injected with hGSTM2-MSCs or pCDH-MSCs (vector control) for 21 days, and renal inflammatory cell infiltration was analyzed by immunohistochemical analysis staining with anti-Iba1 (macrophages) and anti-CD3 (T lymphocytes). **(A, B)** Anti-Iba1 staining for macrophage infiltration in **(A)** pCDH-MSC-treated and **(B)** hGSTM2-MSC-treated mice.** (C)** Quantitative analysis of Iba1-positive cells expressed as cell numbers per high power field (*P*<0.05). **(D-E)** Anti-CD3 staining for T lymphocyte infiltration in **(D)** pCDH-MSC-treated and **(E)** hGSTM2-MSC-treated mice.** (F)** Quantitative analysis of CD3-positive cells expressed as cell numbers per high power field (*P*<0.05). Original magnification ×400, scale bars = 50 μm.

### hGSTM2-MSCs suppressed renal oxidative reaction

The effect of hGSTM2-MSCs against oxidative stress was tested by measuring the renal expression level and/or activity of oxidation-related products (iNOS, NO, CAT, GPX1 and SOD). The hGSTM2-MSC-treated mice exhibited a significantly reduced number of iNOS-positive cells (14 ± 1 cells/HPF) and lower level of NO (19.61 ± 4.85 μM), which were approximately 39% and 66% lower than that in pCDH-MSC-injected controls (23 ± 2 cells/HPF and 57.25 ± 12.79 μM, respectively, P<0.05 in Figure 10A and 10D). By contrast, the renal activity of SOD was significantly higher in hGSTM2-MSC-injected mice compared with pCDH-MSC-injected controls (76.96 ± 3.93 vs. 59.52 ± 4.48, *P*<0.05 in Figure 10F). Furthermore, the number of CAT-positive and GPX1-positive cells was much higher in hGSTM2-MSC-injected mice (12 ± 1 cells/HPF and 13 ± 1 cells/HPF), compared with pCDH-MSC-injected controls (5 ± 1 cells/HPF and 4 ± 1 cells/HPF, *P*<0.05 in Figure 10B and 10C). CAT activity was further confirmed to be significantly higher in hGSTM2-MSC-injected mice compared with pCDH-MSC-injected controls (19.28 ± 0.58 nmol/min/ml vs. 12.32 ± 1.43 nmol/min/ml, *P*<0.05 in Figure 10E).

**Figure 10:**
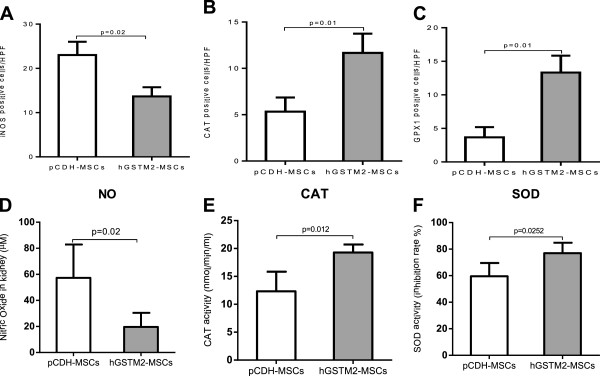
**Human glutathione S-transferase Mu 2 mesenchymal stem cells (hGSTM2-MSCs) suppressed renal oxidative reaction.** Immunohistochemical assay on cells positive for inducible nitric oxide synthase (iNOS), catalase (CAT) or glutathione peroxidase 1 (GPX1) in renal slides. **(A)** hGSTM2-MSC treatment significantly reduced the number of iNOS-positive cells compared with pCDH-MSC (vector) treatment. **(B-C)** The numbers of CAT-positive and GPX1-positive cells were significantly higher in hGSTM2-MSC-treated mice compared with control mice. **(D)** Nitric oxide (NO) level in the kidneys of mice treated with pCDH-MSCs and hGSTM2-MSCs. NO was reduced in the kidneys of hGSTM2-MSC-treated mice compared with pCDH-MSC-treated mice (*P*<0.05). **(E)** CAT and **(F)** superoxide dismutase (SOD) activities were significantly increased in the kidneys of hGSTM2-MSC-treated mice compared with pCDH-MSC-treated mice (*P*<0.05).

### hGSTM2-MSCs inhibited inflammatory cytokines

The levels of inflammatory cytokines were measured by RT-qPCR. As shown in Figure 8, the chemokine *CCL2* and the cytokines *IL-1β* and *IL-6* were decreased by 53%, 46%, and 52%, respectively, in hGSTM2-MSC-injected mice compared with pCDH-MSC-injected controls (*P*<0.05). Decreased expression of several other cytokines, including *CASP3*, *CCL5*, *CCL7*, *Fasl* and *TNF*, was also found in mice transplanted with hGSTM2-MSCs, although this was not statistically significant compared with controls (data not shown).

## Discussion

It is well known that inflammatory cytokines and chemokines are involved in the pathogenesis of immune-mediated nephritis [21,22]. Immune-mediated nephritis is an autoimmune and inflammatory process involving immune cell infiltration and expression of inflammatory chemokines [23-26]. During the process of inflammation, the activated inflammatory reaction leads to the generation of oxidative radicals, such as H_2_O_2_ and ROS, and accumulation of these radicals will cause tissue damage. Excessive ROS can disturb redox status, resulting in damage to macromolecules, and can modulate the expression of a variety of immune and inflammatory molecules, further exacerbating inflammation and inducing tissue damage [27]. Further studies have shown the presence of increased oxidative stress in chronic kidney disease [28-30]. These observations implicate the relationship between ROS and chemotactic cytokine production in autoimmune disease.

In the study, using the anti-GBM-GN mouse model, we found that the increased sensitivity of 129/svj mice to anti-GBM antibody-induced renal damage may be related to impaired production of the anti-oxidant molecule GSTM2 in inflamed renal tubules. Therefore, we postulated that manipulating the expression of GSTM2 in mouse kidney might be able to combat the renal injury caused by anti-GBM antibodies.

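In the arrays of challenged kidneys, the Gstm2 signal of 129/svj mice was lower than that of BALB/c mice, the resistant strain in the same deposited table, by 1.03 on the log2 scale (SE 0.12, adjusted p = 2.6e-05 from limma), which is a 2.04-fold difference. No 129/svj mouse reached the lowest BALB/c mouse (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 mice allow). The arrays measured RNA of the kidney cortex, and do not tell tubules from other parts of it.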

In order to target GSTM2 expression in inflamed kidneys, we chose to use genetically modified MSCs as vehicles. MSCs have been shown to be a promising approach for targeted gene delivery because of their potential to migrate to the injured renal tissue and differentiate into intrinsic kidney cells [31,32]. Genetically modified MSCs have been used to carry kallikrein (*KLK*), *HO-1* and *PEDF* genes, which showed increased protective effect against acute ischemic kidney injury, osteoporosis, and hepatocellular carcinoma, respectively [33-35]. We recently further proved that *KLK-*transduced MSCs exhibited enhanced protective effect against anti-GBM-GN and lupus nephritis [36]. The molecular pathways underlining the protective effect of KLK in anti-GBM-GN is not yet fully understood, but the close correlation between the levels of KLK and GSTM2 in the renal tissue of anti-GBM-GN mice implies that GSTM2 might be one of the effector molecules involved in ameliorating inflammation and oxidative stress during the course of autoantibody-induced nephritis [17,18,36,37].

In the current study, we used lentiviral vector, an efficient and safe retroviral vector system to transduce the human *GSTM2* gene into mouse MSC genome. This vector carries GFP and a drug-resistant selection marker, which facilitate the cloning process. Furthermore, we used human *GSTM*2 instead of the mouse gene, to allow easy monitoring of hGSTM2 expression in mouse tissues. The stable cell line, hGSTM2-MSC, not only expressed high levels of hGSTM2, but also retained the differentiation properties of MSCs. After transplantation into 129/svj mice, the hGMTM2-MSCs migrated to the kidney and expressed high levels of hGSTM2 locally.

We tested the anti-oxidant effect of hGSTM2 *in vitro* by H_2_O_2_ stimulation assay. The data showed that hGSTM2-transduced MSCs (hGSTM2-MSCs) were more resistant to H_2_O_2_-induced apoptosis compared with vector-transduced MSCs (pCDH-MSCs). A similar effect was observed *in vivo* in mouse kidneys. The hGSTM2-MSC-injected mice exhibited much less renal cell apoptosis than the pCDH-MSC-treated controls. The anti-apoptotic effect of GSTM2 is possibly attributable to its ability to erase oxidative radicals by detoxifying ROS and superoxide [13]. It was reported that GSTM2 could inhibit oxidative damage and inflammation [13-16], and it was shown that ROS is a source of cell stress and apoptosis [8]. hGSTM2-MSC injection inhibited the activity of renal iNOS, which is a major source of reactive oxidant stress in murine models of lupus nephritis [38]. We observed that the expression of GSTM2 in hGSTM2-MSC-treated mice was accompanied by over-expression of CAT and GPX1, which are both potential scavengers of free oxidative radicals. The anti-apoptotic effects of the oxidation-resistant genes may be related to the increase in anti-apoptotic molecules such as Bcl2 and CD40lg [39,40], which were significantly up-regulated in hGSTM2-MSC-treated mouse kidneys.

The main function of GSTs involves cellular detoxification, and this detoxification process is a critical cellular defense mechanism, which can protect the cell against a series of toxic and chemical substances [41]. Although normal cells can deal with oxidative stress through intact anti-oxidative systems, GSTs and GPXs prevent the cells from further oxidative damage [42]. If the oxidative stress exceeds a defendable level or if there is a dysfunction of the cellular anti-oxidative system, the exogenous and endogenous oxidative stresses will cause oxidative damage to tissue. The ability to withstand toxic chemicals and oxidative stress is essential for the survival of all organisms, thus disruption of these redox circuits will cause oxidative stress, and even oxidative damage.

A reduction in the activity of CAT in serum was found in anti-GBM-GN, and a significant decrease in the activity of GPX was observed in patients with systemic lupus erythematosus (SLE) [19,26]. A change in redox ratio is a significant parameter for oxidative stress and such as change in favor of oxidized glutathione is observed in autoimmune disease. The levels of glutathione correlate negatively with disease activity in SLE. Low levels of glutathione have also been found in the majority of patients with SLE patients who have nephritis [26]. It has been suggested that the reduced activities of CAT and GPX in nephritis could be due to the inactivation of the enzymes by over-generation of H_2_O_2_[43]. GPX1 is one of the main cytosolic isoforms in mammalian cells, and plays a crucial role in the protection of cells against oxidative damage by H_2_O_2_[44]. GPXs, as major anti-oxidative damage enzymes, can protect cells against oxidative damage [45]. The primary role of GST is the metabolism of a broad range of ROS, and it thus plays an important role in cellular resistance against oxidative stress [46].

Oxidative stress and inflammation are two closely related pathological processes in immune-mediated tissue damage [26,47,48]. Deposition of autoantibody and/or immune complex can initiate a local immune response involving complement activation, immune cell infiltration, and inflammatory cytokine secretion. The inflammation process that recruits T cells, B cells, macrophages, and neutrophils to the inflammatory sites could generate excessive free ROS and superoxide, which will then accelerate the immunological damage in lupus nephritis. In this report, we observed that hGSTM2-MSCs suppressed the expression of inflammatory cytokines, and inhibited infiltration of lymphocytes and macrophages in renal tissues, further confirming that suppression of oxidative stress can ameliorate inflammatory damage.

Previous experiments have shown that MSCs themselves might be a therapeutic source for treatment of immune-related renal disease including lupus nephritis [49,50]. Our data indicate that transducing MSCs with therapeutic genes could significantly enhance their effect on anti-GBM-GN and lupus nephritis [36]. This study provides further evidence that MSCs could be used as vehicles to deliver potential therapeutic molecules to target tissues, and therefore may have an added beneficial effect on immune-medicated renal disease.

We plan to perform further experiments to evaluate the protective effect of hGSTM2-MSCs on lupus nephritis and diabetic nephritis, as both diseases show chronic renal inflammation. Further experiments should also be conducted to evaluate the distribution and expression of target gene in other tissues, and the long-term effect of transplanted cells, before they are trialed for treatment of human diseases.

## Conclusions

GSTM2 might be an important player in combating anti-GBM-GN. hGSTM2-MSCs suppressed the expression of inflammatory cytokines and inhibited infiltration of lymphocytes and macrophages in renal tissues, which may have contributed to the suppression of oxidative stress and amelioration of inflammatory damage. Thus, GSTM2-transduced MSCs may be a potential therapeutic agent for immune-mediated nephritis.

## Abbreviations

Bcl2: B cell leukemia/lymphoma; BUN: Blood urea nitrogen; CASP3: caspase 3; CAT: Catalase; CCL2: chemokine (C-C motif) ligand 2; CCL5: chemokine (C-C motif) ligand 5; CCL7: chemokine (C-C motif) ligand 7; CCR5: chemokine (C-C motif) receptor 5; CD40lg: CD40 ligand; DMEM: Dulbecco’s modified Eagle’s medium; Fasl: Fas ligand; GBM-GN: Glomerular basement membrane antibody-induced glomerulonephritis; GFP: Green fluorescent protein; GPX: Glutathione peroxidase; GPX1: glutathione peroxidase 1; GST: Glutathione S-transferases; GSTM2: glutathione S-transferase Mu 2; HO-1: heme oxygenase-1; HRP: horseradish peroxidase; IL-1β: interleukin 1 beta; IL-6: interleukin 6; iNOS: inducible nitric oxide synthase; KLK: kallikrein; MSC: Mesenchymal stem cells; MCSs: multiple cloning sites; NFκB1: nuclear factor of kappa light polypeptide gene enhancer in B cells 1; PAS: periodic acid Schiff; PBS-T: Phosphate-buffered saline with Tween; PEDF: pigment epithelium-derived factor; PVDF: polyvinylidene fluoride; ROS: Reactive oxygen species; SLE: Systemic lupus erythematosus; SOD: Superoxide dismutase; TGF-β2: transforming growth factor, beta 2; TNF: tumor necrosis factor; TUNEL: terminal dUTP nick-end labeling.

## Competing interests

All the authors declared no conflict of interest.

## Authors’ contributions

YL participated in the experimental design, performed the experiments, collected data, and drafted the manuscript. MY and YD performed animal experiments and sample analysis. JY performed data analysis. IR and SM performed stem cell isolation and cell culture. XF and CM participated in the design and coordination of the study. QL conceived the study, designed the experiments, and finalized the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Expression of oxidation-related genes in the kidney cortex of five mouse strains. **(A)** Heatmap using DNA microarray of the expression value of oxidation-related genes in five mouse strains after anti-glomerular basement membrane antibody-induced glomerulonephritis (anti-GBM) challenge. Red represents up-regulation, and green represents down-regulation. **(B-F)** Quantitative PCR confirmation of the expression of five representative genes in different mice strains after anti-GBM challenge. RQ, relative quantity. Three mice were used per group. Click here for file

Additional file 2: Table S1 Transcriptomic analysis by DNA microarray of gene expression in kidneys of different mouse strains after anti-glomerular basement membrane antibody-induced glomerulonephritis (anti-GBM) challenge. Click here for file

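The sheet of all genes of Table S1 lists 47429 rows, of which the first 1999 were read here. Its values are on another scale than the deposited signals and include negative values. Over the rows that could be matched (1898 for an array of BALB/c, DBA1, or 129/svj, and 310 for an array of B6 or NZW), the Spearman correlation across probes between a column of Table S1 and the deposited signals of the array with the same name was 0.999977 or higher for each of the 18 arrays, and no other array gave a higher one. The probes are not independent replicates. In the sheets of oxidation-related genes, 201 values for BALB/c, DBA1, and 129/svj were mapped back through this relation, and 0 of them were off the deposited signal by over 5%.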

Additional file 3: Table S2 The mRNA expression level of 15 oxidation-related genes in kidneys of five strains of mice after anti-glomerular basement membrane antibody-induced glomerulonephritis (anti-GBM) challenge. Click here for file

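Table S2 holds 15 columns for 14 genes, Nosip having 2, with 1 row for each of the 18 arrays. The sheet of signal intensity gives normalized signals, and the sheet named RQ gives each signal divided by the signal of 1 array, which is the lowest array of the column for each gene except Gstm2, for which it is the third array of DBA1. From the deposited signals, 7 of the 15 columns placed the means of both resistant strains on the same side of all 3 sensitive strains. The B6 to NZW ratio was 4.31 for Oxr1, 1.51 for Gstm2, 1.64 for Atox1, and 1.70 for Mt2.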

How the deposited data were processed for this re-analysis (not part of the article)

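RNA of the kidney cortex of 15 mice, 3 each of B6, BALB/c, DBA1, 129/svj, and NZW, had been measured after anti-GBM challenge, as the paper states, on 18 Illumina mouse BeadChip arrays. The study calls B6 and BALB/c resistant and the other strains sensitive. The second array of mouse 1 of BALB/c, DBA1, and 129/svj was taken as a repeat of that mouse and averaged with its first array. Over the tested probes, the 3 pairs of repeat arrays had correlations of 0.987 to 0.988, and the 21 pairs of arrays from different mice of a strain had correlations of 0.961 to 0.993.

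The authors deposited, for each probe and array, a signal intensity from the scanner software without normalization, together with a detection p-value against the negative controls. These deposited intensities and p-values were the only measurements used. The text of the paper refers to an earlier study for the array methods and names no array normalization. One table holds BALB/c, DBA1, and 129/svj, the other B6 and NZW, so the table is a batch that coincides in part with the strain. All signal columns of both tables belong to the samples of the study.

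Probes were matched between the tables by a search key that was unique in both (19886 pairs), and 10 pairs were added for the rows of Table S1 that list oxidation-related genes. This step was chosen after the tables had been seen. Candidates shared the key, the accession, or else the symbol, and the candidate closest to the values of Table S1 for B6 and NZW was taken. In every case it was also the closest of all probes. Gene symbols are those of the table of B6 and NZW, which can be old, or of Table S1. Genes whose probes carry no shared key were not tested across the strains. One row, a Gstm2 probe with no values for B6 and NZW in Table S1, was read within each table only.

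Signals were corrected with limma's normexp method from the detection p-values with an offset of 16, quantile normalized over the paired probes of all arrays, and taken to log2. Probes with a detection p of 0.05 or less in at least 3 mice were tested (6906 probes), where the p of a mouse with a repeat array is the mean of both. The fit used lmFit and eBayes of limma 3.58.1 in R 4.3.3 with 1 coefficient per strain, all strains sharing one estimate of the spread between mice, Benjamini-Hochberg adjustment, and an adjusted p below 0.05. The leading comparison is the mean of the within-table differences. Single values were tested with exact permutation tests, and the redox gene list, with 1 probe per gene (the brightest), with Fisher's exact test. Tables were read and joined with Python 3.11.15 and pandas 2.3.3. The procedure was tested on simulated data, with 200 probes changed by 1 on the log2 scale between resistant and sensitive strains among 19502 simulated probes past the filter, more than the 6906 of the measured data. It called 89.5% of the changed probes, and 5.29% of the probes it called had not been changed. Apart from these changes, each simulated probe had 1 mean for all strains. The 5.29% therefore does not cover calls made by strain differences unrelated to sensitivity.

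The genes named in the text were set by rule before the data were examined: each Gstm2 probe, each oxidation-related row of Table S1, the genes the paper names and the glutathione S-transferase family (summarised where past no threshold), and the 5 largest rises and 5 largest falls among the called probes that separate all resistant from all sensitive strains. Where other genes are named, this is said. Results for the genes that the paper names outside its array tables and the glutathione S-transferase family are not reported here. Lists of redox genes, sex genes, and markers of tubule injury, proximal tubule, macrophages, lymphocytes, and neutrophils were written at the same time and read as lists. The alternatives, set at the same time except where the text says otherwise, covered the background correction, the normalization, joint or separate normalization of the tables, the filter on dim probes, the treatment of table, strain, replicate number, and repeat arrays, the variance model, the t-test of the methods, a minimum size, each mouse left out, and each strain left out where the tables allow. The experiments with transduced cells, and the quantitative PCR, were not analysed here.

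The median signal of an array was 81.1 to 152, and 30.5% to 36.4% of its probes were detected, so most probes lie near the background, where differences are compressed by the offset. The number of arrays limits the precision.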

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

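The test of the split of probes between B6 and NZW, and the way the test on other probes of a gene is read, by comparison with probes of smaller difference, were chosen after their values had been seen.

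Gstm2 rose more in BALB/c against DBA1 and 129/svj than in B6 against NZW. The 2 within-table differences, 1.18 and 0.59 on the log2 scale, differed by 0.59 (SE 0.16, adjusted p = 0.026 from limma), and for probe ILMN_1222788 alone by 0.88 (adjusted p = 0.0017 from limma). For the other matched Gstm2 probe, ILMN_2624854, they differed by 0.29 (adjusted p = 0.32 from limma), which is not past the threshold, and for the unmatched probe they were 1.31 and 1.16, a difference that was not tested. The unlike differences are therefore past the threshold for 1 of the 2 matched probes, and the untested probe does not decide the question. With each table normalized on its own, the adjusted p of the difference was 0.038 (limma), but this leaves a difference in signal over background between the tables in place, so that explanation stays open. Another technical explanation, cross-hybridization of other Gstm genes, remains open for the higher Gstm2 signal as such. In the table of B6 and NZW, the 7 detected probes of the other Gstm genes had a median difference of 0.017, Gstm1 and Gstm5 differing by 0.02 and 0.03, Gstm4 being 0.57 higher in B6 (adjusted p = 0.011 from limma within that table), and 1 Gstm6 probe and Gstm7 being lower in B6. A strain difference in the regulation of Gstm2 is the biological explanation that the design names, and was not tested.

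Several other named probes had within-table differences that were not alike. The difference in BALB/c minus that in B6 was -2.34 for Mgst1, -1.37 for Fmo4, 1.71 for Gstm7, -2.28 for Cops8, -0.77 for Nudt6, and 1.03 for Nudel-pending on the log2 scale, each past an adjusted p of 0.05 in limma. Mgst1 was below detection in all 3 mice of 129/svj and detected in 2 of 3 mice of NZW, Fmo4 was below detection in all 3 BALB/c mice, Nudt6 in all 3 NZW mice, and Nudel-pending in all 3 DBA1 mice, and differences against such strains are compressed by the background. A sequence variant of the strain under the probe is a possible explanation, and a strain difference in expression is the other. In the table of B6 and NZW, 77 probes were detected in every mouse of one strain and in none of the other, with a log2 difference of at least 2. The other probes of the same genes were called the same way in 34.1% of cases (22 of the 77 probes had one), against 37.2% for probes called with a smaller difference (permutation test, two-sided, p = 0.791), so that the explanations cannot be told apart for these probes by this test. Of the 77 probes, 65 were on in B6 and off in NZW, and 12 the reverse, whereas of the probes called with a smaller difference 1256 were higher in B6 and 2043 in NZW, in a limma fit of all detected probes of that table alone. Probes made to the B6 sequence would be off more often in NZW, but the prediction also required an even split of the smaller differences, which did not hold in this fit. The split of called probes depends on the fit, since over the probes matched between the tables 411 were higher in B6 and 281 in NZW, and 471 and 487 with 75th percentile scaling, on and off probes included, so this test leaves the explanation open too.

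Outside the rows of Table S1, 240 probes were past the threshold and placed both resistant strains on one side of all sensitive strains. The largest rises in the resistant strains were Nudt6 (3.53 on the log2 scale), Rpe (3.07), Cops8 (3.02), Nudel-pending (2.42), and Oxr1 (2.26), and the largest falls were 1110069O07Rik (-1.89), Aldh1a1 (-1.85), Cyp24a1 (-1.67), probe ILMN_1244237, whose symbol names no gene (-1.62), and Nfkbib (-1.40). Oxr1 and Aldh1a1 are the ones that Table S1 lists. These sizes and their order are those of the fitted values, and several are taken against strains near the background. Of the falls named, only Aldh1a1 was called within both tables. Between B6 and NZW, 1110069O07Rik, Cyp24a1, and probe ILMN_1244237 were not called (adjusted p = 0.17, 0.56, and 0.072 from limma). Nfkbib was not called between BALB/c and its sensitive strains (adjusted p = 0.23 from limma). Cyp24a1 was near the threshold as averaged over the tables (adjusted p = 0.048 from limma). Nudt6 and Rpe were below detection in all 3 NZW mice, where B6 was at least 12.4-fold and at least 7.36-fold higher, and Nfkbib was below detection in all 3 BALB/c mice. Cops8 was about as bright in the sensitive strain DBA1, at 9.45, as in BALB/c, at 9.50. Its rise comes from 129/svj, at 5.78, and NZW, at 5.56. Strains differ at many probes whatever their sensitivity. When 1 strain of each table was set against the rest, the 6 possible groupings gave 666 to 841 called probes and 171 to 247 that separate the groups, with resistant against sensitive as the highest of both, 1 of 6 groupings. DBA1 and NZW against the rest gave 791 and 245. Of the 16 probes of Table S1, 8 separated the resistant from the sensitive strains and 0 to 6 separated the other groupings, again 1 of 6. With so few strains, chance cannot be excluded for any of these counts.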

How the results depend on the processing

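The redox list without the genes of Table S2, and with search key pairs only, were chosen after seeing the data.

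The higher Gstm2 signal in the resistant strains kept its direction and stayed past the threshold under all 19 alternatives, from 0.59 to 1.18 on the log2 scale with adjusted p up to 0.019, and with each mouse left out, from 0.86 to 0.91. The difference between BALB/c and the sensitive strains of its table held under all 9 alternatives (1.12 to 1.20) and with each mouse left out (1.13 to 1.22). The difference between B6 and NZW held with each mouse left out (0.57 to 0.63) and under 8 of 9 alternatives. With 75th percentile scaling it fell to 0.41 with an adjusted p of 0.053 from limma. The cause was not tested.

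The number of called probes between resistant and sensitive strains ranged more widely. From 841, it became 421 with probes detected in every mouse (3313 probes tested), 115 with the strain as a random block, 37 with the methods' t-test after Benjamini-Hochberg (627 at an unadjusted P below 0.05), 136 with a log2 difference of at least 1, 382 in the BALB/c table alone, and 1359 in the B6 table alone. The called probes that separate the strains, 247, became 133, 78, 37 (398 at the unadjusted P), and 53 under these settings, 386 without DBA1, 439 without 129/svj, and 1359 in the B6 table alone, where 2 strains always separate. With the stricter filter, fewer probes were tested. For other losses the cause was not tested. With each mouse left out, the counts were 591 to 955 and 186 to 280.

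Probes called between BALB/c and the sensitive strains of its table, 675, became 373 with probes detected in every mouse and 229 with the size minimum, and ranged from 417 (without BALB/c mouse 2) to 767 with each mouse left out. Those between B6 and NZW, 692, became 343 and 290, and ranged from 438 to 834 with each mouse left out. They were 441 without B6 mouse 1, 439 without B6 mouse 2, and 438 without B6 mouse 3. With 75th percentile scaling their split moved from 411 higher and 281 lower in B6 to 471 and 487. Probes whose effect differs between the tables, 716, became 377 and 434, and ranged from 468 (without B6 mouse 2) to 838.

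Of the 16 probes of Table S1, 14 were called, and 7 with the strain as a random block, 5 with the methods' t-test after Benjamini-Hochberg (13 at the unadjusted P), and 6 with the size minimum. With each mouse left out, 13 to 16 were called. The 8 probes that separate all strains became 5 with 75th percentile scaling, 14 in the BALB/c table alone, and 16 in the B6 table alone, where fewer strains have to be separated, and were 8 or 9 with each mouse left out.

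Of the redox list, 19 of 44 genes tested were called, against 770 of 6398 other genes (Fisher's exact test, two-sided, p = 2.7e-07), and 22 when adjusted over the list alone. The list holds the genes that the study chose on these samples, and 10 probe pairs had been added for them, so the difference is not independent evidence. Without those genes, 7 of 30 were called (p = 0.083, Fisher's exact test), and with search key pairs only, 12 of 36. The number was 5 with the strain as a random block, 4 with the methods' t-test after Benjamini-Hochberg, 10 with the size minimum, and 9 in the BALB/c table alone. With each mouse left out it was 17 to 20.

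The strains share replicate numbers, but the numbers do not pair the mice. Over the 30 pairs of mice with one number from different strains, the correlation of their deviations from the strain means had a median of -0.04 and exceeded 0.1 in 4 pairs, against 14 of 60 pairs with different numbers. With the replicate number as a block, Gstm2 was 0.89 higher in the resistant strains (adjusted p = 1.1e-05 from limma), 801 probes were called between resistant and sensitive strains, 621 between BALB/c and its sensitive strains, and 640 between B6 and NZW.

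A chance division of the mice can be excluded for the called probes between resistant and sensitive strains, since in a fit with group and table 1 of 100 splits of the 15 mice, the real one, gave as many (281). For the called Table S2 probes (8) and the called redox genes (9) it was also 1 of 100 splits, but the study chose the Table S2 genes, which the redox list holds, on this division of the same arrays, so chance cannot be excluded for them by this count. For BALB/c against DBA1 and 129/svj, 3 of 84 splits, the real one included, gave as many (146 in the real split), which also excludes it by this count. The others are the splits that set the 3 DBA1 mice (164) or the 3 mice of 129/svj (158) against the rest, and no split that mixes strains gave over 4, so the count shows that the strains differ, not that BALB/c stands out among them. For B6 against NZW, 1 of 10 splits, the real one, gave as many (1362, against 0 in each of the others), but 1 of 10 is the least that 3 against 3 mice allow, so chance cannot be excluded by this count. Mice of one strain are alike, and these splits do not speak to chance among strains. Most probes lie near the background, which limits what differences can be seen in dim genes.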

Differences from the paper's values

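The paper's values here are from Table S2, computed as ratios of strain means, and the re-computed ones are ratios after normalization of the deposited signals. Of the 15 columns of Table S2, 11 place both resistant strains on one side of all sensitive strains by the paper's values, and 7 by the deposited signals. Among 26 alternatives set before the data were examined, 5 come within 1.5 times of the paper's number, those with the repeat array as a 4th mouse, without BALB/c mouse 2, without 129/svj mouse 2, without 129/svj mouse 3, and without B6 mouse 3, each with 8 columns. The number was 4 with 75th percentile scaling and 5 with each table normalized on its own, farther from the paper's, and 7 under the others. Settings that leave out a strain or a table are not among the 26, and fewer strains have to be separated in them. The number was 10 without DBA1, 10 without 129/svj, 13 in the BALB/c table alone, and 15 in the B6 table alone.

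The B6 to NZW ratio of Atox1 is 2.67 by the paper's values and 1.64 by the deposited signals, and that of Mt2 is 3.17 by the paper's values and 1.70 by the deposited signals. None of 29 alternatives for each comes within the paper's values. By the paper's values in Table S1, both ratios are 1.72. The ratio of BALB/c to DBA1 and 129/svj is 16.6 by the paper's values and 9.79 by the deposited signals for Mgst1. Of 28 alternatives, 1 gives values that do not differ by this measure, the one without 129/svj, where the ratio of BALB/c to DBA1 alone is 1.18 by the paper's values and 0.895 by the deposited signals, and the other 27 differ. For Fmo4 it is 0.073 by the paper's values and 0.234 by the deposited signals, and none of 28 alternatives comes within the paper's value. Mgst1 in 129/svj and Fmo4 in BALB/c lie below detection, and the offset compresses such ratios, so these 2 comparisons differ in scale as well. The ratios of the other columns did not differ by this measure, Gstm2 included.

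Table S1 and Table S2 give normalized signals of the same arrays. Outside Gstm2, 252 values of Table S2 were set against Table S1 (tolerance 0.06), and 23 differ, in 5 columns (Atox1, Mt2, Mgst1, Mt1, and Fmo4). Of the 24 values that differ with Gstm2 included, 19 equal the value that Table S1 gives for another array of the same gene. For Atox1, Table S2 gives 2610.4, 3058.6, and 3163.6 for BALB/c arrays 1, 3, and 4, which Table S1 gives for NZW arrays 1, 2, and 3, and it gives NZW the values 1834.2, 1895.1, and 1969.9 that Table S1 gives for those BALB/c arrays. For Mgst1, the values of B6 arrays 1 to 3 and of DBA1 arrays 2 to 4 stand in exchanged places. For Mt2, 7 values stand at other arrays, B6 arrays 1 to 3 having 868.2, 810, and 977.2 in Table S2 and 586.8, 449.1, and 408 in Table S1. For Mt1, DBA1 array 3 has 13337.5 in Table S2 and 23337.5 in Table S1, and 129/svj array 3 has 19243.2 and 21243.2. For Mgst1 in 129/svj array 3 (23.2 and -23.2) and Fmo4 in BALB/c array 1 (8.4 and -8.4) the sign differs. By the values of Table S1, 8 columns separate the strains, and Atox1, Mt2, and Mgst1 are the columns that separate them in Table S2 alone. Cyp51 is the column that separates them in both tables and not in the deposited signals as normalized here. For BALB/c, DBA1, and 129/svj, 201 values of Table S1 were mapped to the deposited signals and 0 were off by over 5%. For B6 and NZW, 10 probe pairs were chosen through Table S1, so such a comparison would be circular for them. Why the tables differ is not known.

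For Gstm2, Table S2 gives the mean of 3 probes in BALB/c, DBA1, and 129/svj, except in 129/svj array 4 (1584.9 against 1751.57 from Table S1). Table S1 has no value of the third probe for B6 and NZW. The values of Table S2 for those strains equal, within 0.01, the mean of the 2 other probes with the third taken as 1474.9, 1699.3, and 1322.5 for B6, which Table S1 gives for BALB/c arrays 1 to 3, and as 589.3, 714.4, and 705.6 for NZW, which it gives for DBA1 array 4 and 129/svj arrays 1 and 2. From the 2 probes that Table S1 gives for all strains, Gstm2 separates the strains too.

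The paper describes Fig. 1B as quantitative PCR, which was not analysed here. Its bars for Gstm2 are at about 1.7 for B6, about 2.2 for BALB/c, about 0.9 for DBA1, about 1.2 for 129/svj, and about 1.0 for NZW in Fig. 1B, read by eye. By the paper's values in the sheet of Table S2 named RQ, which are array signals divided by that of DBA1 array 3, the strain means over the arrays are 1.71, 2.22, 0.903, 1.18, and 1.02 in the same order, within what can be read from the bars. Why they lie so close is not known.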

Other observations

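The redox list without the genes of Table S2, the clustering with scaled probes, and the marker genes named were chosen after the values had been seen.

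Over all 6906 probes, the first division of the mice followed the deposited table, with the 9 mice of BALB/c, DBA1, and 129/svj in one branch and the 6 mice of B6 and NZW in the other, with or without scaling of the probes. Batch and strain cannot be separated between the tables, and comparisons of levels across them, such as B6 with BALB/c, carry this limit.

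The redox list was called more often than other genes, 43.2% of 44 genes against 12.0% of 6398. The list includes genes that the study chose on these samples. Without those genes, 23.3% of 30 genes were called (Fisher's exact test, two-sided, p = 0.083), so that it cannot be told apart from chance whether redox genes beyond the chosen ones differ more often.

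Of the glutathione S-transferase family, 5 of 23 genes had a tested probe, and the called ones were Gstm2, Mgst1, and Gstm7, the last lower in the resistant strains by -1.26 (adjusted p = 4.7e-05 from limma) as averaged over the tables. The Gstm7 difference was -2.11 between B6 and NZW, where it was called. It was -0.40 between BALB/c and its sensitive strains, where it was not called. The Gstm7 mean of B6, at 6.28, lay above that of DBA1, at 6.10, a strain of the other table. Gsta3 and Gstt2 were not called. The directions of the called genes held with 75th percentile scaling and with each table normalized on its own.

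In limma, between resistant and sensitive strains, 0 of the tested probes for tubule injury (3), proximal tubule (7), lymphocytes (3), neutrophils (1), and sex genes (1) were called, and 0 when adjusted over each list alone. At an unadjusted p under 0.05 the numbers were 0, 2, 1, 0, and 0 in the same order. Within the tables, 1 proximal tubule probe, 1 of the 2 of Lrp2, was called higher in BALB/c than in its sensitive strains, and 2, the same Lrp2 probe and Fbp1, were called lower in B6 than in NZW. When adjusted over the list alone, Slc13a1 was also lower in BALB/c than in its sensitive strains, by -0.68 (adjusted p = 0.049 from limma), and 2 of 3 tubule injury probes, Timp1 and C3, were higher in B6 than in NZW, by 1.60 and 1.22 (adjusted p = 0.016 and 0.025 from limma), while between BALB/c and its sensitive strains 0 of 3 were past the threshold (1 at an unadjusted p under 0.05, Timp1, lower in BALB/c). The within-table differences were themselves unlike for the Lrp2 probe and Fbp1, for 1 of 3 tubule injury probes (Timp1), and for 2 of 4 macrophage probes (Cd14 and Fcer1g), and, when adjusted over the list alone, also for Slc34a1 and C3. Of the 4 macrophage probes 1 was called, Fcer1g, and 2 when adjusted over the list alone. Fcer1g was below detection in all mice of BALB/c, DBA1, 129/svj, and NZW, and detected in all 3 B6 mice, at least 20.6-fold higher than in NZW, so its difference in BALB/c is one within the background, while Cd14 was lower in BALB/c than in DBA1 and 129/svj by -2.03 (adjusted p = 0.0052 from limma) and C1qa and C1qc were called in none of these comparisons. Few genes of each list had a probe shared by both tables, which limits this reading. Some of these probes also lay near the background, where a lack of calls says little. The lymphocyte probe of Cd3e was below detection in all mice of BALB/c, DBA1, and 129/svj. The tubule injury probe of Vim was below detection in all mice of B6 and NZW. The sex gene probe, of Uty, had strain means of 5.72 to 5.87.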
